A study of Rattus norvegicus with 12 samples. Its data were reported in "Neonicotinoid Insecticides Alter the Gene Expression Profile of Neuron-Enriched Cultures from Neonatal Rat Cerebellum" (2016).

How the data were processed

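Gene expression was measured with 1-colour oligonucleotide arrays in neuron-enriched cultures of neonatal rat cerebellum at 16 days in vitro. According to the labels, 6 arrays held RNA of control cultures that received the solvent and 6 held RNA of cultures exposed to 1 µM acetamiprid (ACE), a neonicotinoid insecticide. Each replicate number occurred once in each group. The nicotine and imidacloprid cultures of the same study were not analysed here.

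Per the file headers, the authors scanned each array with 1 dye (Cy3) and extracted the spot intensities with Agilent Feature Extraction, version 11.0.1.1 for the 2 arrays of replicate 1 and version 11.5.1.1 for the other 10 arrays. The processed intensity of a spot had its background subtracted and spatial trends removed by that software, with no scaling between arrays. The authors also deposited a table of log2 values, which their methods describe as log transformed, quantile normalised between arrays and centred on the median of each probe. The direction and scale of these deposited values were checked against the processed intensities: over 30367 probes, the correlation with the centred values computed here was 0.997 to 0.999 per array, so they were used as an alternative source of values.

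Control spots were left out, and spots that the software had marked as outliers were set to missing, which left 447 probe values missing. The log2 of the processed intensity was quantile normalised between the 12 arrays, and the spots of a probe were then averaged. Of 30367 probes, 28977 had 1 spot and 1390 had 10 spots. As in the study's methods, a probe was kept where its signal was above the 20th percentile of its array on at least 7 of the 12 arrays, and at least 4 complete pairs were required. This left 23796 probes, of which 23580 had all 6 pairs. Saturated spots were not removed (their count was 0 on the 12 arrays).

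The replicate number was used as a block because the study prepared the cultures of an experiment from 1 lot of cells. This was checked in the values: the deviations of a control and an ACE array from their group means correlated at 0.449 to 0.912 where they shared a number, against -0.439 to 0.390 for arrays with different numbers. The headers placed the 12 arrays on 6 slides. Each slide held the control and the ACE array of a single replicate, so that slide and replicate were the same factor, and the 4 scan batches were made of whole slides. The control array was at place 1 and the ACE array at place 3 of the slide in all 6 pairs. Place on the slide and exposure therefore cannot be told apart.

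For control versus ACE (CvA), each probe was tested with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3 with the replicate block, and p-values were adjusted after Benjamini-Hochberg at a threshold of 0.05, with and without a fold change of at least 1.5. The study's methods used a paired rank test with Storey's q. Here the exact two-sided signed-rank test over the 6 pairs was computed per probe at an unadjusted threshold of 0.05. With 6 pairs its smallest p-value is 0.03125, which requires the same direction in all 6 pairs. The normal approximation, Benjamini-Hochberg adjustment and Storey's q with the bootstrap estimate of the null share were computed as alternatives. Files were read with the R package data.table (version 1.17.8), and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

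Genes named singly were chosen by a rule fixed before the data were examined: up to 5 rising and 5 falling probes with the largest change among those past the adjusted limma threshold with at least 1.5-fold change, the same direction in all 6 pairs, a gene symbol, and a signal well above background on at least 3 arrays of the higher group. Where a direction gave fewer than 5, the unadjusted limma p-value replaced the adjusted one. No probe met the first form (0 probes), and 34 met the second (18 rising, 16 falling), so all 10 named probes come from the second. The 48 probes of the study's CvA gene list, the 9 genes it named for all 3 exposures, the nicotinic acetylcholine receptor (nAChR) genes Chrna3, Chrna4 and Chrna7, and the Purkinje cell marker Calb1 were also fixed beforehand. The 4 latter probes were tested by an exact two-sided sign-flip permutation of the pair differences, adjusted over the 4 probes.

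In addition, 12 gene lists were fixed before the data were examined: skeletal muscle (40 genes, none of them on the study's list), pan-neuronal, granule cell, Purkinje cell, inhibitory neuron, astrocyte, oligodendrocyte, microglia, meningeal fibroblast, neuronal activity, neuronal nAChR subunits and voltage-gated calcium channels. Each list was tested with fry, a self-contained directional test of limma, adjusted over the 12 lists. The value given for a list is the mean log2 difference over its genes, with the probes of a gene averaged. Camera with its preset correlation and an exact sign-flip permutation of the list mean were alternatives.

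Alternatives fixed before the data were examined were a shift by the 75th percentile of each array in place of quantile normalisation, normexp background correction (offset 50) of the mean spot and median background intensity, the authors' deposited log2 values, no filter on dim probes, a filter on signal well above background in at least 3 arrays of a group, outlier spots kept, no replicate block, a random replicate block, an intensity trend in eBayes, array weights, averaging the probes of a gene before the test, and leaving out each pair in turn. A removal of trends on probe GC content, signal level and spot position, and a covariate for array brightness, were added after the data had been seen. Results were also compared with all 32 ways of exchanging control and ACE within pairs, the real one included.

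Gene names are those of the array files. Of 22031 probes with a RefSeq accession, 18355 were matched by accession to RefSeq genes of the assembly GRCr8, which was used for names only. Probe coordinates are those in the files, on the rat build rn4. The files do not state the exon or untranslated region of a probe, and this was not analysed here. Names of genes refer to single probes, and a probe of 60 bases can bind related transcripts.

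The test steps were first tested on simulated data made from the CvA pairs: 23580 simulated probes, of which 200 were changed 2-fold. At the adjusted threshold 87.5% of the changed probes were called, 100% of them in the right direction, together with 7 unchanged probes, which made 3.35% of all calls. With a 1.5-fold change 77.5% were called. The same direction in all 6 pairs was found for 93% of the probes changed 2-fold and for 3.31% of unchanged probes. For a simulated list of 40 probes shifted by -0.5 log2, fry gave an unadjusted p-value of 2.07e-09, and for an unchanged list 0.923. The simulated errors were normal and independent between probes, with the spread of each real probe, and the changed probes were drawn at random. These rates therefore need not hold for dim probes with a large spread, or for genes that vary together.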

Results

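The data comprised 12 arrays of neuron-enriched cultures from the cerebellum of neonatal rats: 6 of control cultures and 6 of cultures exposed to 1 µM ACE until 16 days in vitro. Each array carried 44254 spots, of which 42877 were gene spots. The 75th percentile of the processed signal, a measure of array brightness, was 2814 ± 1054 (SD, n = 6) intensity units in control and 2953 ± 872 (SD, n = 6) in ACE, and ranged from 1803 to 4384 over the 12 arrays. The ACE array was the brighter of its pair in 5 of 6 pairs, a difference that was not significant by exact sign-flip permutation (two-sided p of 0.281). Signal was well above background for 81.5 ± 5.54% of gene spots in control and 82.0 ± 5.00% in ACE (SD, n = 6 each). The number of arrays limits the precision of all values given here. The 2 leading principal components of the normalised values held 40.1% and 19.5% of the variance. No arrays held identical values (0 of them), and the highest correlation between arrays of a group was 0.991.

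The CvA comparison addressed whether long exposure to a low dose of ACE changes gene expression in developing cerebellar cells. With limma and the replicate block, 0 of 23796 probes were past the adjusted threshold, the lowest adjusted p being 0.141, and none was therefore past it with a 1.5-fold change. At an unadjusted limma p under 0.05 there were 3956 probes (16.6%), of which 1641 were higher and 2315 lower in ACE, and 93 of these changed at least 1.5-fold. Irrespective of the test, 410 probes had a mean change of at least 1.5-fold. The count at the adjusted threshold moved most with replicate as a random block, which gave 5 probes, and the count at the unadjusted threshold moved most without the replicate block, which gave 81 probes.

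By the exact signed-rank test, 2755 probes (11.6%) had an unadjusted p under 0.05, that is, the same direction in all 6 pairs. Chance gives 3.125%, or 737 probes. Of the 2755 probes, 1122 were higher and 1633 lower in ACE. These changes were small, with a median size of 0.14 log2 among the 2755 probes, against a median SD of 0.13 log2 between the pair differences of a probe and a median size of 0.062 log2 over all probes. Only 75 of them (32 higher, 43 lower) also changed at least 1.5-fold. After Benjamini-Hochberg adjustment of the signed-rank p-values 0 probes remained under 0.05 (lowest adjusted value 0.270), and Storey's q also gave 0 (lowest q 0.191, estimated null share 0.706). With the normal approximation, 4591 probes were under 0.05 unadjusted, 124 of them with 1.5-fold change, and 0 had a Storey q under 0.05 (lowest 0.140). With a pair left out the count was 0, since the exact test on 5 pairs cannot go under 0.05. Among the alternatives that kept all 6 pairs and made no adjustment, the count moved most when the pairing was ignored, to 123 probes. The split between directions depended on the scaling: 40.7% of the 2755 probes were higher in ACE, against 20.2% after a shift by the 75th percentile, and with 1.5-fold change 42.7% against 8.93%.

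Among the 34 probes that met the rule for named genes at the unadjusted threshold, the largest rise was that of Dupd1 (now Dusp29; chromosome 15, 2688464 to 2688523). Its log2 signal was 3.08 ± 1.39 in control and 4.91 ± 1.88 in ACE (SD, n = 6), a difference of 1.82 ± 0.67 (SE), with an unadjusted limma p of 0.0317 and an adjusted one of 0.260. The pair differences ran from 0.21 to 4.85. Dhh (chromosome 7, 137667264 to 137667323) rose by 1.18 ± 0.48 log2 (adjusted limma p 0.293), and by 0.69 without replicate 5. Serpinb8 (chromosome 13, 13741333 to 13741392) rose by 1.07 ± 0.23 log2, with the lowest adjusted p of the 10 named probes (0.150). Tmem194b (now Nemp2; chromosome 9, 45850660 to 45850719) rose by 0.96 ± 0.35 log2 (adjusted limma p 0.257). F2rl2 (chromosome 2, 26078287 to 26078346) rose by 0.88 ± 0.32 log2 (adjusted limma p 0.260), and by 0.55 without replicate 4. All 5 probes were higher in ACE in 6 of 6 pairs. They were dim: in control, 2 of 6 arrays for Tmem194b and 3 of 6 arrays for each of the other 4 probes had signal well above background. The normexp background correction moved these values most, for example F2rl2 to 0.14 and Dhh to 0.25.

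The largest fall was that of Lmod2 (chromosome 4_random, 417553 to 417612), from 6.73 ± 2.20 log2 in control to 5.07 ± 1.39 in ACE (SD, n = 6). The difference was -1.66 ± 0.66 (SE), with an unadjusted limma p of 0.0432, an adjusted one of 0.285 and pair differences from -5.06 to -0.22. Mb (chromosome 7, 115087578 to 115087637) differed by -1.12 ± 0.35 log2 (adjusted limma p 0.214) and Cacng1 (chromosome 10, 97105708 to 97105767) by -1.01 ± 0.41 (adjusted limma p 0.290). Hsd3b1 (chromosome 2, 193500935 to 193500994) differed by -0.91 ± 0.31 log2 (adjusted limma p 0.240) and Unc45b (chromosome 10, 71155950 to 71156009) by -0.85 ± 0.34 (adjusted limma p 0.285). All 5 probes were lower in ACE in 6 of 6 pairs. Without replicate 2, the difference was -0.97 for Lmod2, -0.60 for Cacng1 and -0.48 for Unc45b. With the normexp background it was -0.23 for Hsd3b1 (unadjusted limma p 0.0811), -0.55 for Cacng1 and -1.01 for Lmod2. Lmod2, Mb, Cacng1 and Unc45b had signal well above background on 6 of 6 control arrays, and Hsd3b1 on 3 of 6.

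**Figure D1:**
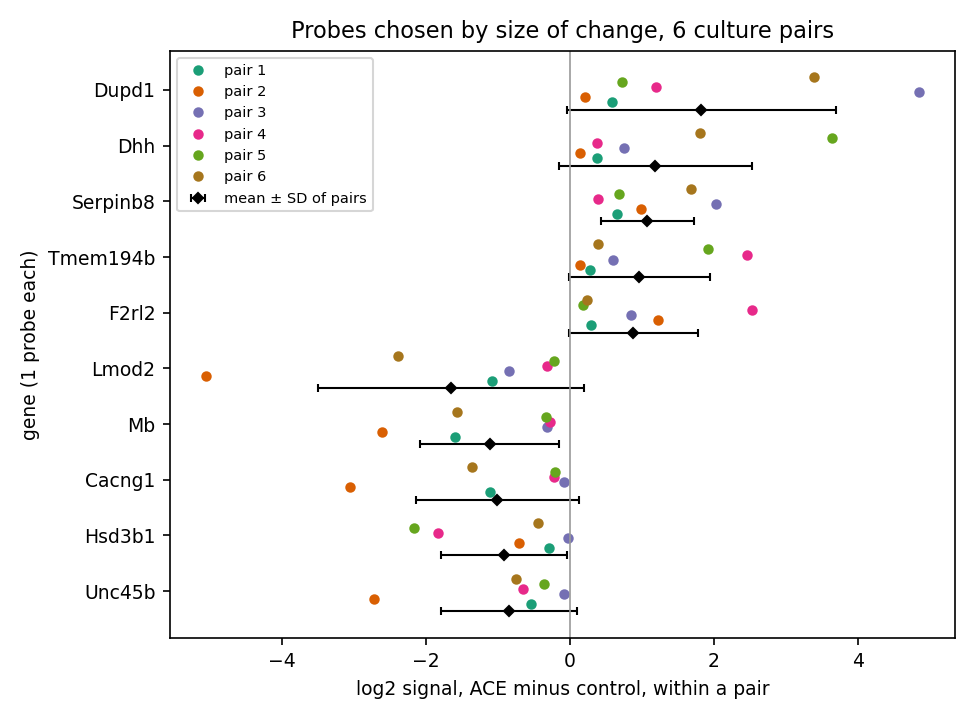
Log2 difference between ACE and control within each of the 6 culture pairs (coloured points) for the 10 named probes, with the mean and SD of the pairs (black diamonds and bars). All points of the 5 upper probes lie above 0 and all points of the 5 lower probes lie under 0, and the sizes differ between pairs, as for Lmod2 from -5.06 to -0.22.

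The CvA gene list of the study was tested probe by probe. All 48 probes passed the filter, and 48 of 48 changed in the listed direction (22 higher, 26 lower in ACE), with differences from -1.76 to 1.82 log2. The list was chosen on these arrays, so neither this nor a test within the list is independent evidence. By limma, 0 of the 48 were past the adjusted threshold over all probes (adjusted p from 0.143 to 0.418), 6 were past it when adjusted over the list alone, and 32 had an unadjusted p under 0.05. By the exact signed-rank test, 31 had an unadjusted p under 0.05. A change of at least 1.5-fold was found for 46, and 33 moved the same way in all their complete pairs. In 21 probes, 1 pair contributed more than the other 5 pairs together, and 11 probes had signal well above background on all 12 arrays. The count adjusted over the list alone moved most with normexp, to 15. It was also sensitive to single pairs: it was 0 without replicate 2, 4 or 5, 1 without replicate 1, and 9 without replicate 3 or 6. In the array files, 3 of the 48 genes carry another name.

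Of the 9 genes that the study listed for all 3 of its exposures, Cacna1h (chromosome 10, 14621473 to 14621532), which codes for a voltage-gated calcium channel, had the lowest unadjusted limma p. It rose by 0.69 ± 0.13 log2 (SE), from 9.26 ± 0.59 to 9.94 ± 0.41 (SD, n = 6), in 6 of 6 pairs, with an unadjusted limma p of 0.00147 and an adjusted one of 0.143. Tada2b was higher by 1.18 log2 (5 of 6 pairs) and Cramp1l by 0.72 (6 of 6 pairs, unadjusted limma p 0.0884; 0.33 without replicate 4). Lmod3 differed by -1.76 log2 (5 of 6 pairs lower), Sdr42e2 by -0.87 (5 of 6 lower) and Ndufaf2 by -0.71 (6 of 6 lower). F2rl2, Cacng1 and Unc45b are given above. Cramp1l was the only one of the 9 with an unadjusted limma p over 0.05. With the normexp background, the difference was 0.28 log2 for Tada2b (unadjusted limma p 0.0589) and 0.15 for Cramp1l (unadjusted limma p 0.0138). It was -0.31 for Sdr42e2, -0.21 for Ndufaf2, -1.02 for Lmod3 and 0.63 for Cacna1h.

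The mRNA of 3 nAChR subunits and of Calb1 was compared because the study also looked at these genes in the exposed cultures. Calb1 (chromosome 5, probe from 30475783 to 30475991) was 10.85 ± 0.60 log2 in control and 10.73 ± 0.60 in ACE (SD, n = 6). The difference was -0.12 ± 0.064 (SE), lower in 5 of 6 pairs, with a two-sided exact sign-flip p of 0.156 (adjusted over the 4 probes 0.563). Chrna3 (chromosome 8, 58572596 to 58572655) was 3.20 ± 0.82 in control and 3.38 ± 1.00 in ACE, Chrna4 (chromosome 3, 170171576 to 170174943) 4.25 ± 0.53 and 4.54 ± 0.47, and Chrna7 (chromosome 1, 117587580 to 117587639) 4.37 ± 0.92 and 4.01 ± 0.53. Their differences were 0.18 ± 0.50, 0.29 ± 0.31 and -0.36 ± 0.27 log2 (SE), with exact sign-flip p-values of 0.75, 0.531 and 0.281 and adjusted values of 0.75, 0.708 and 0.563. Of the 3 subunits, Chrna3 was higher in ACE in 3 of 6 pairs and Chrna4 in 4 of 6, and Chrna7 was lower in 4 of 6. Signal of Chrna3 was well above background on only 2 control and 3 ACE arrays. None of the 4 differences was detectable at this number of arrays, and the smallest adjusted p that 1 changed probe among the 4 can reach in this design is 0.125. Chrna3 moved most between alternatives, to -0.31 without replicate 5, and Chrna4 was -0.00135 without replicate 6. Chrna7 was -0.14 without replicate 3 and -0.52 without replicate 1, and Calb1 was -0.080 without replicate 6 and -0.18 without replicate 3.

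The 12 fixed gene lists asked whether cell types or functional groups shifted as a whole. By fry, 0 of 12 lists were past the adjusted threshold (lowest adjusted p 0.170). Camera, with its preset correlation, gave 2 lists, skeletal muscle (adjusted p 4.14e-05) and microglia (0.0443), neither of which held under fry. The exact sign-flip permutation of the list means gave 0, but with 6 pairs and 12 lists a single list cannot go under an adjusted p of 0.375, so this count is uninformative. At an unadjusted fry p under 0.05 there was only the astrocyte list, with a mean of -0.046 log2, lower in 6 of 6 pairs (unadjusted fry p 0.0141, adjusted 0.170; exact sign-flip p 0.0313, adjusted 0.375). The skeletal muscle list had the largest mean, -0.64 log2 (median -0.39), over 32 of its 40 genes that were tested (36 probes, of which fry used the 35 with a value in every pair). It was lower in 4 of 6 pairs, with an unadjusted fry p of 0.135 (adjusted 0.442) and an exact sign-flip p of 0.188. Without replicate 2 its mean was -0.30. Of its 32 genes, 22 had signal well above background on all 12 arrays.

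The means of the other 11 lists lay between -0.046 and 0.065 log2. They were 0.065 for inhibitory neuron, 0.063 for pan-neuronal, 0.058 for microglia, 0.047 for neuronal nAChR subunits, 0.028 for meningeal fibroblast, 0.015 for granule cell, 0.013 for neuronal activity, 0.0034 for oligodendrocyte, -0.022 for voltage-gated calcium channels and -0.037 for Purkinje cell genes. The granule cell list had a median of -0.019, opposite in sign to its mean. Microglia genes were higher in 3 of 6 pairs, and their mean was -0.0090 without replicate 1. Under the 75th percentile shift, voltage-gated calcium channels were at -0.10 log2 and Purkinje cell genes at -0.073. Inhibitory neuron genes were at 0.022 and pan-neuronal genes at 0.027 under the same shift. With a pair left out, the means ranged from 0.034 to 0.10 for inhibitory neuron and 0.044 to 0.080 for pan-neuronal genes. They ranged from -0.056 to -0.017 for Purkinje cell genes and from -0.038 to -0.0067 for voltage-gated calcium channels. No gene was on more than 1 list (0 shared genes).

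**Figure D2:**
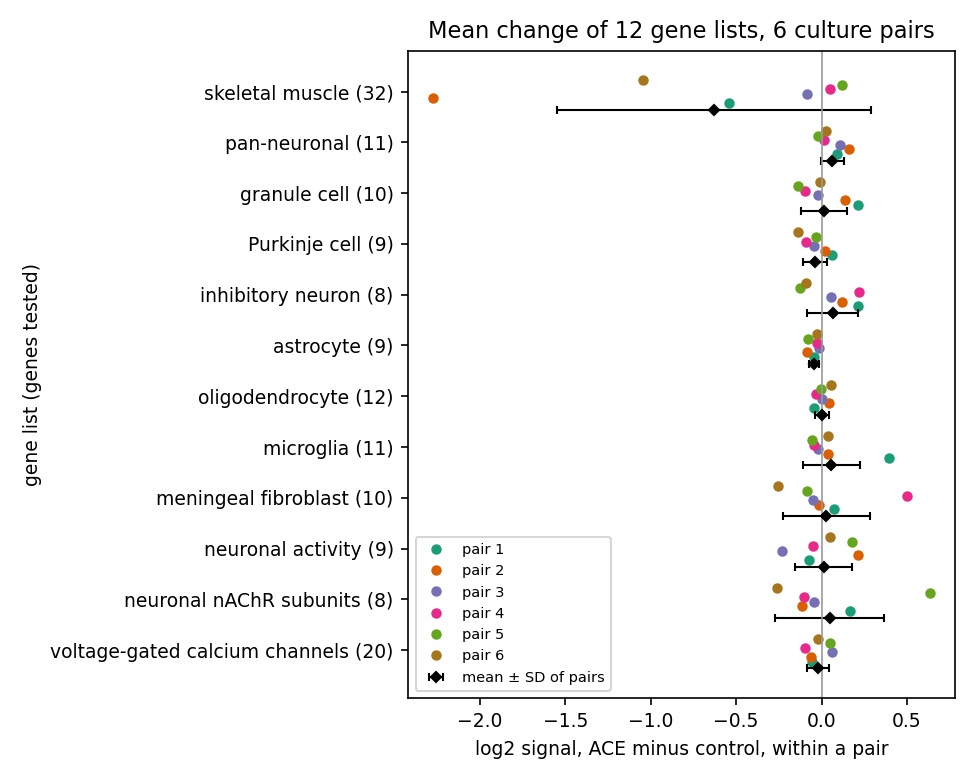
Mean log2 difference between ACE and control of the 12 gene lists within each of the 6 culture pairs (coloured points), with the mean and SD of the pairs (black diamonds and bars) and the number of genes tested in brackets. The skeletal muscle list spreads from -2.27 to 0.12 between pairs, and the astrocyte list lies under 0 in all 6.

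Within the skeletal muscle list the pair means were -0.54, -2.27, -0.083, 0.050, 0.12 and -1.05 log2 for pairs 1 to 6. The list mean of the control arrays ranged from 7.37 to 10.07 log2 and that of the ACE arrays from 7.28 to 8.94. The 3 pairs scanned in 1 batch (pairs 4 to 6) had a mean of -0.29, and each other scan batch held a single pair.

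**Figure D3:**
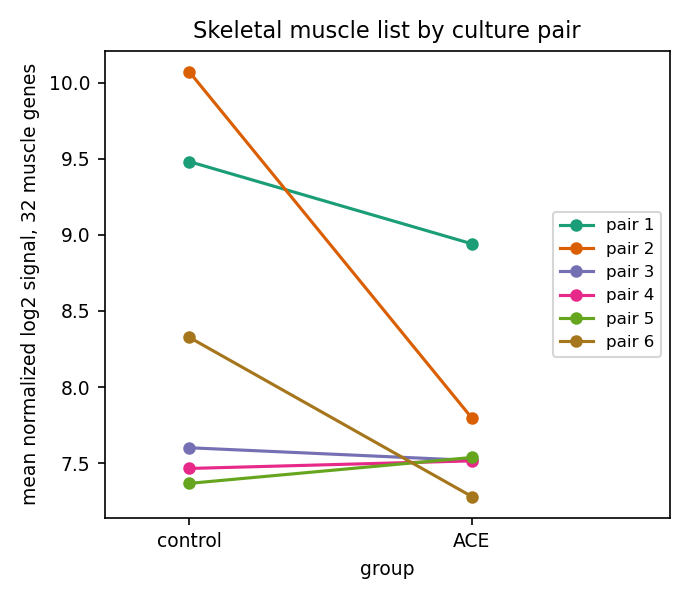
Mean normalised log2 signal of the 32 tested skeletal muscle genes on the control and the ACE array of each of the 6 culture pairs (1 line per pair). Pairs 1, 2 and 6 start from higher control values (9.48, 10.07 and 8.33) than pairs 3 to 5, which change little.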

Values the study reported

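For control versus ACE, the study reported 4557 significant probes among 23,012 filtered probes, at p and q values both under 0.05. Of these, 106 probes had a fold change of at least 1.5, and 48 genes were selected from them. The study listed 9 genes that were common to its 3 exposures, 4 of them upregulated and 5 downregulated. It also measured a random choice of its listed genes by quantitative PCR, on the RNA used for the arrays. It reported like trends in PCR and arrays for almost all of them, with Lyn, Pcdhgb7 and Dcdc2 as exceptions. The PCR values were not analysed here. For the nAChR subunit genes over its exposures, measured by quantitative PCR and microarray, the study gave log2 fold changes between −0.44 and 0.29. The range was not split by method or exposure. The study described expression as very similar to control, with no significant difference by t-test.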

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

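The tests in this part, which compare the other array of replicate 1 and lists of matched probes, were chosen after these values had been seen. Within each group of 6 arrays, the highest and the lowest value of each reported gene and list were tested for distance from the other 5 by Dixon's criterion. Of 68 groups tested, 6 had a value set apart, and chance alone gives about 5%. All 6 were arrays of replicate 1.

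ACE replicate 1 had a skeletal muscle list mean of 8.94 log2, against 7.28 to 7.80 on the other 5 ACE arrays. Of the named falling genes with a role in muscle, 3 were set apart on the same array, and Mb and Lmod3 were not: Lmod2 had a signal of 7.69 (others at most 4.98), Cacng1 6.49 (others 4.70 to 5.36) and Unc45b 7.64 (others 5.70 to 6.14). These 4 values are not independent of each other. Within its own pair, the array was still lower than control replicate 1 for these 3 genes, with differences of -1.09, -1.12 and -0.54 log2. A candidate explanation is muscle-type cells in the culture experiment of replicate 1, from which both arrays came. It predicts high muscle signal in control replicate 1 as well, and its list mean was 9.48, above the control median of 7.96. The signals of abundant muscle genes moved accordingly: Mylpf was 13.73 on control replicate 1 and 12.75 on ACE replicate 1, against 7.12 to 7.71 on the other ACE arrays. Myh8, the brightest probe of the list, did not follow this, being between 14.51 and 16.05 on all 12 arrays. Only the 2 arrays of replicate 1 were extracted with the older software version (the other 10 with a newer one), and these arrays also formed a slide and a scan batch of their own. Scan and software act on probes by signal level and sequence, so other probes matched on both should rise as far. The 36 muscle list probes were higher on ACE replicate 1 than the mean of the other 5 ACE arrays by 1.51 log2 on average, and lists of other probes matched on GC content and signal rose as far with a share of 1e-04, the smallest that 10000 draws can give (highest draw 0.67). Scan and software were therefore not the whole source. High muscle signal also occurred with the newer version, with list means of 10.07 on control replicate 2 and 8.33 on control replicate 6, where Mylpf was 14.53 and 11.74. Because the control array shares the pattern, exposure to ACE alone was not needed for it; any effect of exposure on it was not tested.

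ACE replicate 1 also had the lowest neuronal activity list mean of the ACE arrays, 8.80 log2 against 9.23 to 9.46. The list mean of control replicate 1 was 8.88, the lowest of the control arrays, where the next was 9.14. This may reflect something shared by both arrays of replicate 1, such as the culture experiment, the scan or the software, which have not been separated here.

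Control replicate 1 had a Calb1 signal of 12.03 log2, against 10.35 to 10.77 on the other 5 control arrays. ACE replicate 1 was the highest of the ACE arrays with 11.79, where the next was 10.91. The same kind of shared source may account for it, and the same limits hold. These 3 shared patterns enter the CvA comparison only through the difference within pair 1, since the replicate number was a block.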

How the results depend on the processing

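A removal of trends on probe GC content, signal level and spot position for the signed-rank count, and a brightness covariate for the unadjusted limma count, were chosen after seeing the data. They gave 2402, 2715, 2631 and 2823 probes, each within 1.5 times of its original count. The other alternatives were fixed before the data were examined.

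The count of 0 probes at the adjusted limma threshold stayed at 0 under all alternatives, with or without the fold change, except for replicate as a random block, which gave 5 probes (0 with the fold change). The lowest adjusted p ranged from 0.0866 (normexp) to 1.00 (no replicate block) over the settings with their own normalisation, filter or pairs. The count of 3956 at the unadjusted limma threshold fell to 81 with no replicate block, which removes the pairing from the error term, and lay between 2820 and 4166 when a pair was left out. With the fold change, the count of 93 became 12 under normexp, 184 with no filter on dim probes, 34 with no replicate block and 219 with the random block, and 76 to 125 when a pair was left out. The fold threshold was met by fewer probes under normexp, whose offset of 50 shrinks the changes of dim probes.

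The signed-rank count of 2755 became 123 with no replicate block (an unpaired rank-sum test) and 4591 with the normal approximation. It was 0 after Benjamini-Hochberg, 0 by Storey's q and 0 whichever pair was left out, because the exact test on 5 pairs cannot go under 0.05. With the fold change, 75 became 13 under normexp, 158 without a filter, 27 with no replicate block, 124 with the normal approximation, 0 after Benjamini-Hochberg, 0 by Storey's q and, for the same reason, 0 whichever pair was left out. The share of higher probes was 40.7% as reported, 20.2% after the 75th percentile shift and 50.4% with the deposited log2 values, and with the fold change 42.7%, 8.93% and 47.3%, so the balance of directions depended on the scaling. The cause was not tested.

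All 48 probes of the study's list kept the study's direction under the alternatives run for this list (scaling, background, deposited values, filters, outlier spots, no replicate block and each pair left out), and 0 were past the adjusted threshold over all probes there. Adjusted over the list alone, 6 became 15 under normexp, 0 without a filter, 2 with outlier spots kept, 0 with no replicate block, and 0 to 9 with a pair left out. The cause was not tested. The 16 genes named singly kept their direction in all 256 alternative values (0 reversed). In 209 values they also kept their side of the unadjusted threshold, in 45 they lost it and in 2 they gained it. Of the 45 losses, 25 came from leaving out a pair, 9 from no replicate block and 6 from normexp.

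For the nAChR subunits and Calb1 the adjusted p of 1 changed probe cannot go under 0.125 with 6 pairs, and is limited further with 5, so the p-values say nothing about stability. Among the values, leaving out a pair reversed Chrna3 (-0.31 to 0.53 log2) and Chrna4 (-0.00135 to 0.47).

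By camera, 2 lists were past the threshold in place of 0: skeletal muscle (-0.64 log2, adjusted p 4.14e-05) and microglia (0.058, adjusted p 0.0443). Over all alternatives other than leaving out a pair, the adjusted p ranged from 4.14e-05 to 0.964 for skeletal muscle and from 0.0443 to 0.964 for microglia. Camera sets the correlation between genes to a small preset value, where fry uses the pairs. Several lists close to 0 changed sign, and of these only microglia was past a threshold in any alternative (camera, with all pairs). After the 75th percentile shift these were granule cell (-0.027), oligodendrocyte (-0.0059), meningeal fibroblast (-0.023), neuronal activity (-0.023) and neuronal nAChR subunits (-0.042), and under normexp oligodendrocyte (-0.0028) and neuronal nAChR subunits (-0.016). With a pair left out, the means ranged from -0.025 to 0.046 for granule cell, -0.0068 to 0.013 for oligodendrocyte, -0.0090 to 0.081 for microglia, -0.067 to 0.085 for meningeal fibroblast, -0.026 to 0.062 for neuronal activity and -0.15 to 0.11 for neuronal nAChR subunits. The skeletal muscle list stayed negative (-0.80 to -0.30). The cause of these changes was not tested. Without the replicate block no other call at an adjusted threshold changed.

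Signal over background limits the dim probes: 11 of the study's 48 probes, and 1 of the 8 tested nAChR subunit genes, were well above background on all 12 arrays, and differences of the remaining ones rest partly on signal near the background.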

Other observations

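In this part, the removals of trends on GC content, signal level and spot position, the brightness covariate, the place on the slide and the comparison of the unadjusted limma count with other splits were tests chosen after the result had been seen.

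More probes moved the same way in all 6 pairs than chance gives (2755 against 737). Within-pair splits exchange control and ACE in some of the pairs and keep the pairing. As many signed-rank probes as with the real labels were found in 1 of the 32 within-pair splits, the real one itself, and the highest other count was 1746 (median of the others 558). The same held for the signed-rank count with 1.5-fold change (1 of 32; 75 against 52 at most) and for the unadjusted limma count (1 of 32; 3956 against 2940 at most). For the 93 probes at unadjusted limma p with 1.5-fold change, 1 other split gave more (98), so that count does not stand apart. A share of 1 of 32 is the smallest that this design can give. Chance is therefore unlikely, but not excluded, for the 2 signed-rank counts and the unadjusted limma count as wholes. For single probes it stays open. The counts of 0 at the adjusted limma threshold, with and without fold change, and at the fry threshold are reached by all 32 of 32 splits by construction, which says nothing about chance.

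Several technical sources of such small shared shifts were tested. After the trend on probe GC content was removed from each pair, 2402 probes remained under the signed-rank threshold, against 1542 at most in the other splits. After removal of the trend on signal level the count was 2715 (1719 at most), and after removal of local shifts over the array surface it was 2631 (1724 at most). With the brightness difference of the pair as a covariate, the unadjusted limma count was 2823, against 2235 at most. None of these trends was the whole source of the excess. The control array was at place 1 and the ACE array at place 3 of its slide in all 6 pairs (6 of 6), so that an effect of the place on the slide and an effect of exposure cannot be told apart. Of 8 spike-in probes with signal well above background on all 12 arrays, 0 moved the same way in all 6 pairs. Their mean differences over the 6 pairs lay between -0.056 and 0.082 log2. Within single pairs the differences were larger, from -0.47 in pair 5 to 0.41 in pair 3, and opposite directions cancelled in the means. With so few probes, a weak effect of labelling or hybridization could have been missed, so it stays open. An effect of the exposure itself stays open and was not separated from the place on the slide.

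The study's list held 4 chemoreceptor genes (Olr1714, Olr825, Olr94 and Vom1r73), all 4 lower in ACE. Over the array, the 250 tested olfactory receptor probes had a median difference of -0.15 log2 and were lower in 6 of 6 pairs (exact sign-flip p of the pair medians 0.0313, the smallest that 6 pairs can give). In all 6 pairs, 39 of them were lower and 1 was higher. The 50 vomeronasal receptor probes had a median of -0.11. Lists of other probes matched on GC content and signal had a median as low with a share of 1e-04, the smallest that 10000 draws can give, so probe GC content and signal level do not account for it. The median of the matched lists was 0.017 log2 (lowest -0.035), so dim probes in general did not fall. Under the other scalings the olfactory median was -0.25 (75th percentile shift), -0.044 (normexp) and -0.14 (deposited log2 values), and the vomeronasal median was -0.23, -0.040 and -0.096. A candidate explanation is signal that does not come from the cultures' own mRNA of these genes, such as unspecific binding. It would also lower probes of other, unrelated gene families. Whether the families compared next were expressed in these cultures was not tested. In families picked by name before their values were seen (taste receptor, beta-defensin, prolactin, cornified envelope and kallikrein genes, 35 probes), the mean of the pair medians was -0.12 log2, lower in 6 of 6 pairs, with 7 probes lower and 1 higher in all 6 pairs. Their median over probes was -0.14, and -0.23, -0.078 and -0.13 under the other scalings. Small families varied: the median of the 4 prolactin probes was 0.096 (-0.011, -0.0073 and 0.11 under the other scalings), with a mean of the pair medians of -0.029, lower in 4 of 6 pairs, and with 0 probes lower and 1 higher in all 6 pairs. The median of the 5 kallikrein probes was -0.50 (-0.59, -0.30 and -0.48 under the other scalings), lower in 4 of 6 pairs (exact sign-flip p of the pair medians 0.594), with 0 probes lower in all 6. Keratin-associated genes had been seen beforehand and were left out of that test (15 probes, median -0.11). Of 5008 probes without a gene symbol, 583 (11.6%) were lower and 129 (2.58%) higher in all 6 pairs, against 994 (5.39%) and 991 (5.37%) of 18438 probes with a symbol outside these families. The probes without a symbol were not dim: their mean signal was 8.80 log2, with 91.8% of values well above background. For the olfactory receptor probes these were 4.88 and 67.8%. Low signal was thus not shared by these groups, and unspecific binding was not established as the source. The place on the slide, which may act on unspecific signal, and an effect of exposure remain open.

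The study's list also held 10 genes with a role in skeletal or heart muscle (Lmod3, Cacng1, Unc45b, Hspb7, Mb, Tnni2, Actc1, Des, Lmod2 and Myog), all lower in ACE, with a mean of -1.20 log2 (exact sign-flip p 0.0313, on genes that were chosen on these arrays) and -0.77 without pair 2. A lower content of muscle-type cells in the ACE cultures is a candidate explanation. It was tested on the skeletal muscle list, none of whose genes the study had picked. That list was not lower by the exact sign-flip permutation over the 6 pairs (p of 0.188; mean -0.64, lower in 4 of 6 pairs), so the test leaves it open. Over the 6 pairs, the list and the 10 genes moved together (Pearson's r 0.974, exact permutation p 0.00417, adjusted over 2 relations 0.00833; Spearman's rho 0.943, exact permutation p 0.0167, adjusted 0.0333). Without the 2 pairs farthest from the median of the list, r was 0.736 over 4 pairs (exact permutation p 0.375, where 4 pairs can reach 0.0417), too few pairs to settle whether the relation holds without those 2. Between the list and the study's other falling genes, r was -0.332 (exact permutation p 0.506) and rho -0.429 (exact permutation p 0.419), and r was -0.929 without the same 2 pairs (exact permutation p 0.125). The most abundant genes differed: Mylpf was 14.53 on control replicate 2 and 7.12 on ACE replicate 2, and Myh3 was 13.92 and 5.85 (its probe with the higher signal), whereas Myh8 and Myh2, bright on all 12 arrays, differed by -0.15 each over the 6 pairs. Of the 32 list genes, 22 were well above background on all 12 arrays, so the cultures without high muscle signal gave signal for them too.

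The muscle difference was carried by few experiments, which was the other explanation tested. As the mean of the pair means, which differs slightly from the mean over genes above, the list was -0.30 without pair 2, against -0.63 over all 6 pairs and -0.55 to -0.78 without any other pair. In pair 2, 22 of the 36 list probes were lower in ACE by more than 1 log2, in pair 6 15, in pair 1 7, and in pairs 3, 4 and 5 2, 1 and 2. In pair 5, 4 list probes were higher by more than 1 log2. These data may reflect varying muscle content between cultures, an effect of exposure, or both. Pairs 1, 2 and 6 had higher control list means (9.48, 10.07 and 8.33), and ACE was lower in each (-0.54, -2.27 and -1.05). In pairs 3 to 5 the control means were already low (7.60, 7.47 and 7.37), which left little room for a fall. Leaving out a pair therefore cannot tell the 2 apart. An effect of exposure on muscle-type cells was not tested separately.

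With replicate as a random block, 5 probes were past the adjusted limma threshold, at adjusted p-values of 0.0199 to 0.0498. They are Bmp8b (-0.49 log2), Kpna6 (0.28), Tapbpl (0.29), Ece1 (0.37) and Ccdc85c (0.48), named here after their values were seen. Each moved the same way in 6 of 6 pairs. With the fixed block or none, over the settings of normalisation, filter and pairs, the lowest adjusted p of any probe ranged from 0.0866 to 1.00, so these 5 calls rest on the random block, which estimated a correlation of 0.889 within pairs.

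The number of CvA probes past both an unadjusted signed-rank p and a Storey q under 0.05 was 0 here, with the exact test and with the normal approximation. That is lower than the value quoted from the study above. With the normal approximation and no condition on q, 4591 probes were under the unadjusted threshold, and 124 of them changed at least 1.5-fold. The way in which the study computed q was not analysed here.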
